A study of Mus musculus with 2 samples.

How the data were processed

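Single cells were captured on the 10x Chromium platform with version 3.1 chemistry, per the labels, in 1 library per time point. The authors deposited whole-number UMI counts per gene and barcode, made with Cell Ranger 6.1.2, per the file headers. The deposited counts are not normalised. No genome build is stated. The files list 32285 genes, of which 32235 matched GENCODE M21 (GRCm38) by identifier. This annotation gave chromosomes and coordinates. The files hold 145288 barcodes at time 1 and 52242 at time 2. Lipid tags that could link cells to lines were not analysed here, so the 9 lines of each library count as 1 sample.

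Cells were barcodes with at least 0.1 times the 99th percentile of UMIs among the 20000 largest barcodes (18315 UMIs at time 1 and 18645 at time 2), at least 1000 genes and at most 10% mitochondrial UMIs. Scrublet, run in scanpy 1.11.5 per library, marked 2957 doublets (11.5%) at time 1 and 2488 (8.81%) at time 2, which were removed. In the alternatives with other filters the score threshold of the main setting was kept, a choice made after seeing that the automatic one marked 3.8% of time 1 cells at a mitochondrial limit of 20%.

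Cells of both libraries were clustered together on 2000 variable autosomal genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5 (igraph 0.11.9), giving 15 clusters. Clusters were named from markers fixed before the data were examined, but the rule that turned markers into names was set after the clusters were seen. All 12 markers of pluripotent stem cells were detected in every cluster. Clusters named pluripotent stem cell-like were those with no marker of another class among their 10 leading genes. The Spry2-led, Krt18-led and Lyz2-led clusters met this rule too and were left unnamed, for levels of background RNA, for many UMIs and for leading genes of no fixed class. Naming was thus partly a judgement: an exploratory pass first took the pluripotent, primed epiblast-like and Spry2-led clusters as 1 population, and the population was narrowed after X dosage and gains had been seen in it. Those other populations are given as alternatives. The Ramp2-led cluster was left unnamed as well. The Car2-led cluster had 1 primed epiblast marker and 1 mesendoderm marker among its 10 leading genes, and was named primed epiblast-like because all 5 primed epiblast markers were detected in it. That is a weak ground, since all 5 were detected in 12 of the 15 clusters.

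For shares of cells, each cell was thinned to 10000 UMIs, which no cell fell below, and values with all UMIs are printed beside them. Chromosome ratios used 11288 autosomal and 401 X-linked genes detected in at least 5% of the pluripotent stem cell-like cells of each library, without 88 ribosomal protein genes and 67 genes above 3% of the UMIs of their chromosome. A thinned cell had a median of 5097 informative autosomal UMIs, and 109 on chromosome 18, the autosome with fewest, so single-cell calls are least precise there. Background came from drops and from 20 sets of pseudo-chromosomes, shuffled within 20 bins of mean expression. The ratio is meaningful only among cells of similar expression: fibroblast-like cells scored as gained in 77.9% of cases at time 1 and 80.7% at time 2. Y-positive cells had at least 2 Y UMIs, Y-negative cells 0, and cells with 1 were left out of classes.

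Named genes were the 5 highest and 5 lowest log2 ratios of CPM plus 1 among genes with at least 50 CPM in either library, beside lists fixed before the data were examined. Autosomes were named where the lower bound of the gain share lay above the highest pseudo-chromosome. Shares have exact Clopper-Pearson 95% intervals and summed counts exact Poisson ones, which cover counting error only. With 1 library per group there was no test between groups. Random gene lists numbered 10000. Alternatives changed 1 choice at a time: thresholds, thinning, reference, gene limits, doublets, depth, population, pseudocount and scaling with edgeR 4.0.16 factors. For a share difference, an alternative was counted as moved outside the Newcombe interval of the main difference, for log2 values outside an interval from Poisson counting error, and for a count beyond 1.5 times. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3.

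The methods were tested on simulated data. Among 2000 cells with known gains of 1.5 times, drawn from the summed time 1 profile, 92.4% of chromosome 1 gains, 90.4% of chromosome 8 gains and 91.2% of chromosome 14 gains were called, and 0.25% of cells had a false call on the other 16 autosomes. Every simulated gain raised the whole chromosome 1.5 times, and noise was drawn for each gene on its own. In the data the threshold of 1.3 ran through the upper mode of chromosome 8. The simulated rates are thus not detection or false-call rates for the real cells. Simulated X-low cells without a Y were called X-high in 2.5% of cases at time 2. With Y genes set arbitrarily at 20 times their pooled level, 37.7% of simulated XY cells were called Y-positive at time 1 and 37.9% at time 2, so many XY cells can be missed at 10000 UMIs. In simulated sums over 25261 genes, the time 2 over time 1 ratio recovered 100% of the 98 changed genes at or above 1 CPM. Those sums differed only in depth, Poisson counting error and the changed genes. The recovery thus checks the calculation and says nothing about differences between the real libraries.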

Results

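Mouse embryonic stem cells of the inbred C3H/HeSn-Paf/J strain were profiled by droplet single-cell RNA sequencing at 2 points of a culture. The cells came from 9 lines, 3 each from embryos with XX, XO and XY sex chromosomes, which had been mixed before capture. The library of time 1 was taken at an early passage and the library of time 2 after 10 further passages. Cells were grown with serum and leukaemia inhibitory factor on irradiated mouse fibroblasts, called feeders. Each time point had 1 library and no replicates, and no map from cells to lines was used, so no test between time points was made and the intervals given below cover counting error only. Unique molecular identifiers (UMIs) summed to 1735810403 at time 1 and 1843588321 at time 2. The comparisons ask how often chromosome gains occurred before and after passaging, and how they were distributed over cells of different X dosage.

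After filtering, 22779 cells remained at time 1, with a median of 44374 UMIs and 5999 genes per cell, and 25761 cells at time 2, with medians of 50537 UMIs and 6126 genes. A minimum of 5000 UMIs gave 35671 cells at time 1 in place of 22779. Clusters named pluripotent stem cell-like held 9256 of 22779 cells, or 40.6% (95% interval 39.995 to 41.3%), at time 1 and 20111 of 25761, or 78.1% (95% interval 77.6 to 78.6%), at time 2. The difference depended on the naming of clusters: a rule on marker UMIs without clusters placed 96.6% of time 1 cells and 95.7% of time 2 cells in the class. Primed epiblast-like clusters held 28.9% and 16.5% of cells at time 1 and time 2, but in different clusters: the Fgf8-led cluster held 6462 of the 6576 at time 1, and the Car2-led cluster 3883 of the 4247 at time 2. A cluster led by Spry2 met the same marker rule as the clusters named pluripotent stem cell-like, but was left unnamed after its X dosage and background RNA had been seen. It held 25.6% of time 1 cells and 0.097% of time 2 cells. Fibroblast-like cells made up 1.93% and 2.83%. Of the pluripotent stem cell-like clusters, those led by Rhox9 and Jam2 held most such cells at time 1 and those led by Nanos3 and 1700097N02Rik most at time 2. The Rhox9-led, Nanos3-led and 1700097N02Rik-led clusters were mostly of 1 library, and the Jam2-led cluster held 1087 cells of time 1 and 2063 of time 2. The results that follow use the pluripotent stem cell-like cells.

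Sex chromosome content was read from 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) and from X-linked UMIs. At 10000 UMIs per cell, 124 of 9256 cells at time 1, or 1.34% (95% interval 1.12 to 1.6%), and 205 of 20111 at time 2, or 1.02% (95% interval 0.885 to 1.17%), had at least 2 Y UMIs. The difference between time points moved most when the primed epiblast-like clusters were added, which gave shares of 2.43% and 1.23%. With all UMIs the shares were 7.28% and 6.97%. Cells with high X dosage, used as the background class for Y transcripts, reached 2 Y UMIs in 1.24% of cases at time 1 and 2.59% at time 2, at median depths of 52566 and 54154 UMIs. Among cells with low X dosage the shares were 16.4% and 7.82%, at 47486 and 49858 UMIs. Because Y transcripts were sparse, cells without a Y UMI include cells that carry a Y chromosome.

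X dosage was the ratio of X-linked to autosomal UMIs in a cell, relative to the median of Y-positive cells of the same library. Cells at or above 1.2 were called X-high. Among Y-negative cells, 5583 of 8751 were X-high at time 1, or 63.8% (95% interval 62.8 to 64.8%), and 3478 of 19220 at time 2, or 18.1% (95% interval 17.6 to 18.6%). With all UMIs the shares were 65.5% and 17.6%. Among the alternatives, adding the primed epiblast-like clusters moved the difference between time points most and gave 41.2% and 15.7%. Median X dosage of X-high cells was 1.82 at time 1 and 1.83 at time 2, and that of Y-negative X-low cells was 0.982 and 0.977.

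**Figure D1:**
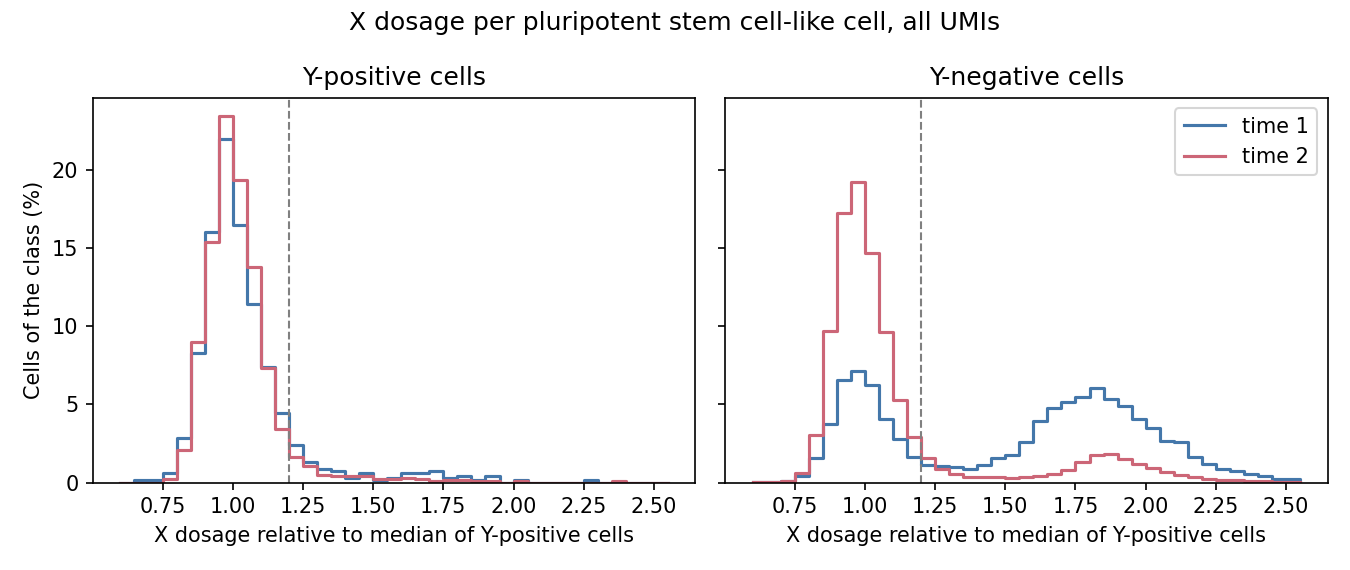
X dosage per cell (x axis, relative to the median of Y-positive cells) against the percentage of cells in each bin (y axis) for Y-positive and Y-negative pluripotent stem cell-like cells, with all UMIs; the dashed line marks 1.2. Y-negative cells form an upper mode whose median was 1.82 at time 1 and 1.83 at time 2, and the upper mode holds a smaller share at time 2.

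A gain was called where the share of autosomal UMIs on a chromosome was at least 1.3 times the median of time 1 cells, at 10000 UMIs per cell. A gain of at least 1 autosome was called in 1360 of 9256 cells at time 1, or 14.7% (95% interval 14 to 15.4%), and in 16042 of 20111 at time 2, or 79.8% (95% interval 79.2 to 80.3%). With all UMIs the shares were 13.9% and 81.5%. Pseudo-chromosomes built by shuffling genes gave a median of 1.11% at time 1 and 0.835% at time 2 over 20 shuffles, with highest values of 2.04% and 1.53%. Drops, called at or below the inverse of 1.3, occurred in 8.31% and 14.3% of cells, and in 3.65% and 3.2% with all UMIs. The reference moved the result most: relative to the median of the same library, gains were called in 22.9% of time 2 cells, since that reference hides a gain carried by many cells. With it, the differences for chromosomes 1 and 8, time 2 minus time 1, were -1.37 and -7.67 percentage points.

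By chromosome, a gain of chromosome 1 was called in 1.46% of cells (95% interval 1.22 to 1.72%) at time 1 and 59.2% (58.5 to 59.8%) at time 2, and a gain of chromosome 8 in 7.88% of cells (95% interval 7.34 to 8.44%) at time 1 and 44.5% (43.9 to 45.2%) at time 2. Chromosome 14 gains were called in 0.432% of cells (95% interval 0.309 to 0.588%) at time 1 and 18.2% (17.6 to 18.7%) at time 2. The threshold of 1.3 ran through the upper mode of chromosome 8: the time 2 share was 69.6% at a threshold of 1.2 and 16.6% at 1.4. Gains exceeded the pseudo-chromosome background at either time for 14 of 19 autosomes, namely 1, 2, 3, 4, 5, 6, 7, 8, 9, 11, 12, 14, 18 and 19. A limit of 1%, set after the values were seen, left 6 of them. Besides 1, 8 and 14 these were chromosome 11 with 1.27% and 2.06% at time 1 and time 2, chromosome 12 with 1.29% and 0.348%, and chromosome 19 with 0.281% and 1.68%. The direction for chromosome 11 reversed when primed epiblast-like clusters were added, and that for chromosome 19 when abundant genes were kept. At 10000 UMIs the remaining 8 had gains in at most 0.965% of cells, and in all 8 drops were more frequent than gains at time 2. With all UMIs this held for 4 of them, and gains were more frequent than drops for chromosomes 3, 6, 9 and 18. Drops are not an even background at time 2, since gains of some chromosomes lower the share of the rest. With all UMIs the time 2 median ratios of these 8 lay between 0.904 for chromosome 7 and 0.987 for chromosome 5.

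**Figure D2:**
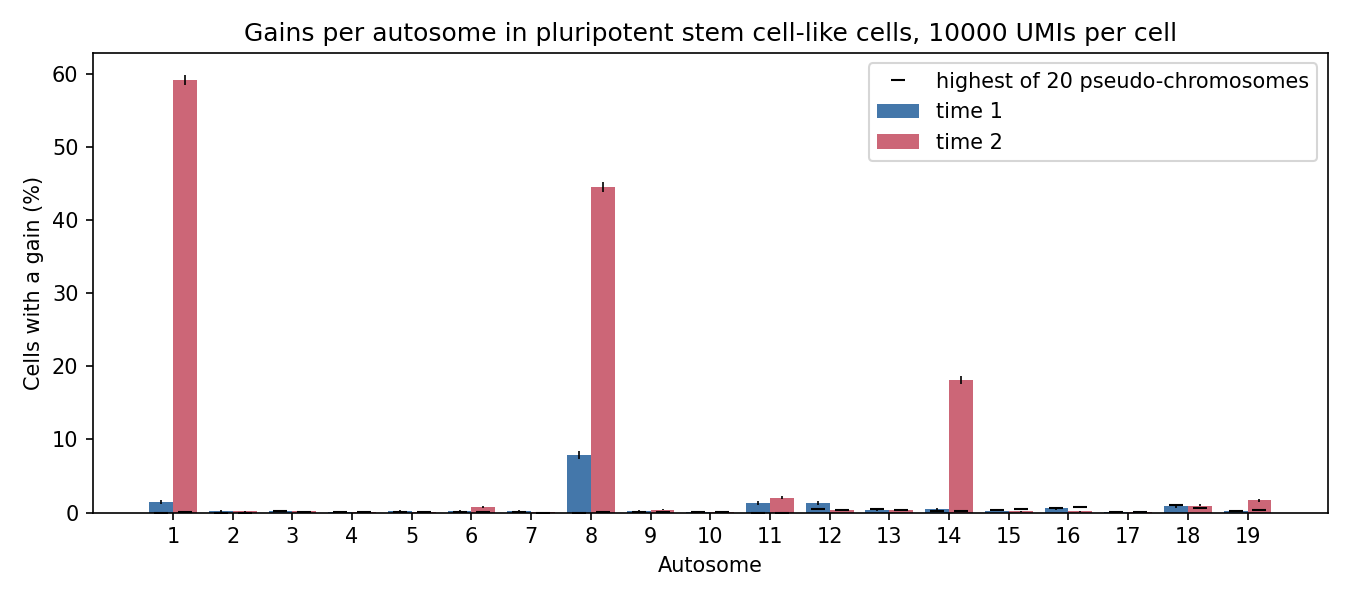
Percentage of pluripotent stem cell-like cells with a gain (y axis) for each autosome (x axis) at time 1 and time 2, at 10000 UMIs per cell, with exact 95% binomial intervals; black dashes mark the highest of 20 pseudo-chromosomes. Chromosomes 1, 8 and 14 reached 59.2%, 44.5% and 18.2% at time 2.

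At time 1, a gain of chromosome 8 alone was the most frequent combination among the named autosomes, in 7.63% of cells, and 86.3% had none. At time 2, 20.4% carried a gain of chromosome 1 alone, 19.4% of 1 and 8, and 16.6% of 8 alone. A further 9.77% had gains of 1 and 14, 5.86% of 1, 8 and 14, and 0.746% of 8 and 14, while 20.4% had none. These shares depend on the denominator, since a chromosome 1 gain enlarges the autosomal total and so lowers the chromosome 8 ratio. An alternative chosen after the results were seen took both ratios over autosomes other than 1, 8 and 14. With it, 8854 cells at time 2 had gains of both 1 and 8, with or without other gains, in place of 5310.

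**Figure D3:**
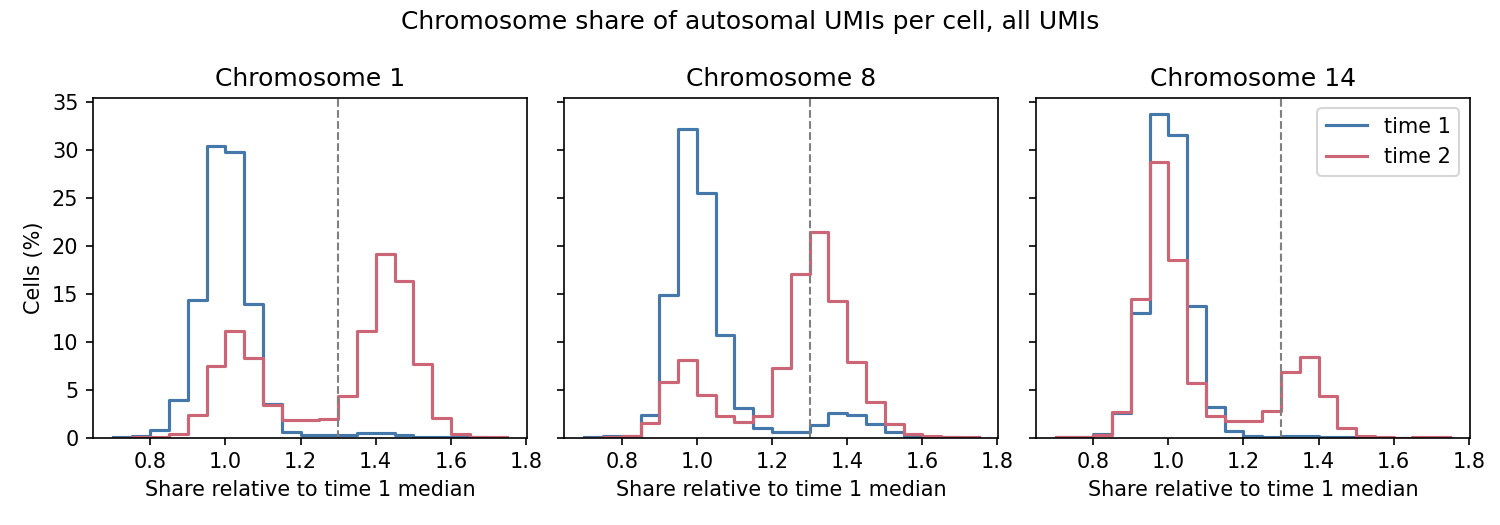
Share of autosomal UMIs on chromosomes 1, 8 and 14 per cell relative to the time 1 median (x axis, no unit) against the percentage of cells in each bin (y axis), with all UMIs; the dashed line marks 1.3. Each chromosome shows an upper mode at time 2, and chromosomes 8 and 1 show small ones at time 1 as well, where 8.44% and 1.59% of cells were at or above 1.3.

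Gains were then compared between sex chromosome classes defined with all UMIs. At time 1 gains were called in 316 of 5187 X-high cells, or 6.09% (95% interval 5.46 to 6.78%), in 844 of 2728 X-low cells, or 30.9% (95% interval 29.2 to 32.7%), and in 96 of 674 Y-positive cells, or 14.2% (95% interval 11.7 to 17.1%). At time 2 the corresponding values were 603 of 3080 X-high cells, or 19.6% (95% interval 18.2 to 21%), 13239 of 14461 X-low cells, or 91.5% (95% interval 91.1 to 92%), and 1205 of 1401 Y-positive cells, or 86% (95% interval 84.1 to 87.8%). The difference, X-high minus X-low, was -24.8 percentage points at time 1 and -72 at time 2. With the same-library reference the time 2 difference was -15.3 points, and with the primed epiblast-like and Spry2-led clusters the time 1 difference was -11 points, the smallest among the alternatives at each time.

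The classes were spread unevenly over the clusters: 62.5% of X-high cells at time 2 but 0.422% of X-low cells lay in the Jam2-led cluster. Within single clusters at time 2, X-high minus X-low was -39 percentage points in the Rhox9-led cluster, -58.5 in the Jam2-led cluster, -24 in the Nanos3-led cluster and -45.5 in the 1700097N02Rik-led cluster, each smaller in size than the pooled difference. In the Nanos3-led cluster gains were called in 66.5% of 496 X-high cells and 90.5% of 5456 X-low cells. In the Rhox9-led cluster, which held most pluripotent stem cell-like cells of time 1, the time 1 difference was -24.4 points.

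By chromosome, chromosome 8 gains at time 1 were called in 24% of X-low, 0.482% of X-high and 2.37% of Y-positive cells. At time 2, chromosome 1 gains were called in 70.3% of X-low, 7.24% of X-high and 55.2% of Y-positive cells, chromosome 8 gains in 51.3%, 10.0% and 49.5%, and chromosome 14 gains in 22%, 2.08% and 12.8%. Not every autosome differed in that direction. Of the 14 named autosomes, gains were more frequent in X-high than X-low cells at both times for 2, 4, 5, 7, 12 and 18, each in under 2% of X-high cells. The 95% intervals were apart at both times for 12 and 18 only. At time 2 chromosome 12 had 0.812% against 0.256% and chromosome 18 1.53% against 0.802%. At time 1 gains were also more frequent in Y-positive than X-low cells for chromosome 1, 4.9% against 2.46%, and chromosome 11, 4.75% against 1.36%. The classes are classes of cells: an X-low Y-negative cell can stem from an XO line, from an XY line with no Y UMI sampled, or from an XX line with 1 active or present X chromosome.

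**Figure D4:**
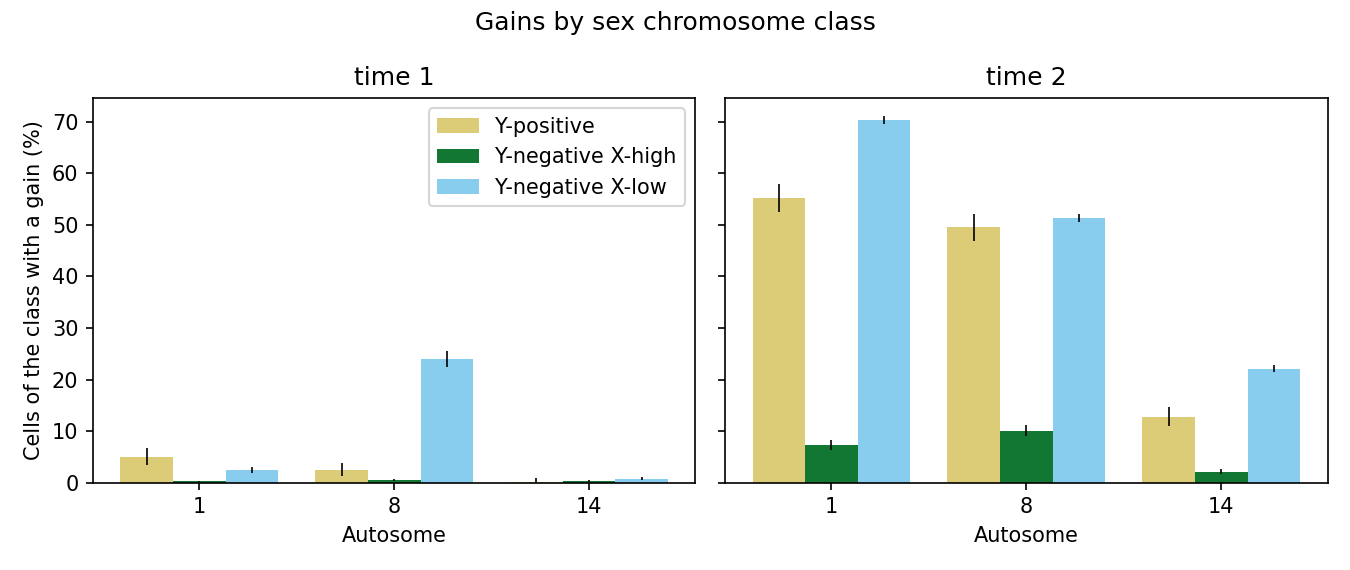
Percentage of cells with a gain of chromosome 1, 8 or 14 (y axis) in Y-positive, Y-negative X-high and Y-negative X-low cells at time 1 and time 2, with exact 95% binomial intervals. At time 2 X-high cells lie lowest for all 3 chromosomes, at 7.24%, 10.0% and 2.08%.

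Summed over pluripotent stem cell-like cells, chromosome 1 carried 5.84% of informative autosomal UMIs at time 1 and 7.51% at time 2, a log2 ratio of 0.36. The log2 ratio was 0.27 for chromosome 8, 0.12 for chromosome 14 and -0.60 for the X chromosome. Keeping abundant genes moved the value of chromosome 1 most, to 0.49. The median log2 ratio of the genes on a chromosome was 0.20 for chromosome 1, 0.20 for chromosome 8 and 0.018 for chromosome 14, each at percentile 100 of 10000 random gene lists of the same size matched on mean expression. For the X chromosome it was -0.48, at percentile 0. The other 16 autosomes had log2 share ratios between -0.14 and 0.0076, on a scale where a gain of some chromosomes lowers the share of the rest. Of these 16, gene medians lay below the central 95% of random lists for chromosome 2 (percentile 0.070), 7 (0.010), 12 (0) and 15 (1.76), and above it for chromosome 13 (97.8).

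Gene expression was compared as log2 of UMIs scaled to library size (CPM) plus 1, time 2 over time 1, among 2830 genes with at least 50 CPM in either library. The median of these genes was 0.093, and trimmed mean scaling shifted it by 0.15 to 0.24. Coordinates are those of GRCm38, matched by gene identifier. The 5 largest decreases were Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand, long noncoding RNA), H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143, minus strand, long noncoding RNA), Baiap2l1 (ENSMUSG00000038859, chromosome 5, 144264526 to 144358112, minus strand, protein coding), Rhox1 (ENSMUSG00000071773, chromosome X, 37213804 to 37222258, minus strand, protein coding) and Espn (ENSMUSG00000028943, chromosome 4, 152120331 to 152152371, minus strand, protein coding), with log2 ratios of -3.51, -3.00, -2.66, -2.58 and -2.41. Xist was at 52.4 CPM (51.8 to 53.1) at time 1 and 3.71 CPM (3.6 to 3.82) at time 2, with exact Poisson 95% intervals, and H19 at 138 CPM (137 to 139) at time 1 and 16.4 CPM (16.1 to 16.6) at time 2. The 5 largest increases were B930036N10Rik (ENSMUSG00000091993, chromosome 1, 171500568 to 171504111, minus strand, antisense), Apoa2 (ENSMUSG00000005681, chromosome 1, 171225054 to 171226379, plus strand, protein coding), Hist1h1b (ENSMUSG00000058773, chromosome 13, 21779883 to 21780625, minus strand, protein coding), Hist1h4d (ENSMUSG00000061482, chromosome 13, 23581598 to 23582735, plus strand, protein coding) and Gm46332 (ENSMUSG00000112819, chromosome 12, 4552546 to 4569538, minus strand, long noncoding RNA), with log2 ratios of 1.79, 1.78, 1.76, 1.52 and 1.47. Apoa2 was at 15.8 CPM (15.5 to 16.2) at time 1 and 56.8 CPM (56.3 to 57.2) at time 2. With trimmed mean scaling, log2 ratios were -3.38 for Xist and 1.92 for Apoa2. Over all filtered cells the log2 ratio of Xist was -2.36. Xist overlaps Tsix, B930036N10Rik, which is annotated as antisense, overlaps Alyref2, and Baiap2l1 overlaps Bri3, each on the opposite strand. These overlaps affect the counts only if reads of both strands were counted, which was not examined. Hist1h1b and Hist1h4d belong to a family of near-identical genes, so their counts are uncertain. Xist, H19, Rhox1 and Espn were also among the 10 leading genes of the Rhox9-led cluster, and Apoa2 and Gm46332 among those of the 1700097N02Rik-led cluster, so these genes also separate clusters that are mostly of 1 library. Of the 10 genes, 6 stayed among the 10 most changed over all filtered cells and 5 without a minimum CPM.

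Lists of genes fixed before the data were examined were compared between X-high and X-low cells within each library. The median log2 ratio over 8 naive pluripotency genes (Nanog, Prdm14, Zfp42, Esrrb, Tbx3, Klf2, Klf4 and Tfcp2l1) was 0.11 at time 1 and 0.73 at time 2, at percentiles 95.6 and 100 of random lists. In the Rhox9-led cluster alone these medians were -0.10 and 0.46, a change of direction at time 1. Prdm14, Tbx3, Nanog and Tfcp2l1 were higher in X-high cells at both times, and Zfp42 and Klf2 were lower. Zfp42 and Klf2 lie on chromosome 8, which X-low cells gained more often, so copy number may contribute to their lower level in X-high cells. Prdm14 and Tfcp2l1 lie on chromosome 1, also gained more often in X-low cells, yet were higher in X-high cells. In cells without a called gain the list medians were 0.11 and 0.91. Tbx3 had a log2 ratio of 1.35 at time 1 and 1.62 at time 2, and Nanog 0.64 and 1.14. Tbx3 and Klf4 are among the 10 leading genes of the Jam2-led cluster, where many X-high cells of time 2 lay. The median over 6 MAPK feedback and target genes (Dusp6, Spry2, Spry4, Egr1, Etv4 and Etv5) was -0.67 at time 1 and -0.22 at time 2, at percentiles 0 and 3.16, and 5 of the 6 were lower in X-high cells at both times. In the Rhox9-led cluster alone the medians were -0.73 and -0.34. Spry2 lies on chromosome 14, which X-low cells gained more often, and in cells without a called gain the medians were -0.66 and -0.35. For 5 DNA methylation genes (Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l and Uhrf1) the medians were -0.089 and -0.0079, at percentiles 21.6 and 52.5, with 3 genes lower and 2 higher at both times. The Rhox9-led cluster gave -0.026 and 0.015.

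Among X-linked genes, log2 ratios of X-high over X-low cells at time 1 and time 2 were 1.53 and 1.82 for Dusp9, 1.56 and 2.46 for Klhl13, 2.85 and 2.71 for Xist, and 0.84 and 0.84 for Tsix. X-high cells had 79.7 CPM of Xist at time 1 and 15.1 CPM at time 2.

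A list of 11 p53 target genes was compared between cells with and without a gain, leaving out Ccng1 and Phlda3, which lie on chromosomes 11 and 1, where at least 1% of cells had a gain, a limit set after the values were seen. The median log2 ratio over the other 9 genes (Cdkn1a, Mdm2, Trp53inp1, Bax, Bbc3, Sesn2, Zmat3, Aen and Eda2r) was 0.0068 at time 1 and -0.11 at time 2. Cdkn1a had log2 ratios of 0.20 and 0.0017. Without the X-linked Eda2r, the medians were 0.017 and -0.11, at percentiles 51.2 and 7.88. Within X-low cells alone the medians were -0.051 and -0.061, so the direction at time 1 was not stable. A gain threshold of 1.4 moved the time 1 median most, to 0.080.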

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

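All tests of the Spry2-led and Krt18-led clusters were chosen only after these results were seen. The first item is signal outside the cells analysed: barcodes under the UMI minimum held 21% of UMIs at time 1 and 3.8% at time 2. Barcodes of 1000 to 2000 UMIs numbered 82562 and 4786. The number of low barcodes thus differed between the libraries, which bears on any call that background RNA can reach. No biological explanation was tested.

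The unnamed Spry2-led cluster held 25.6% of cells at time 1 and almost none at time 2. Its median X dosage was 1.27, between the modes of other cells, with an SD over cells of 0.199 against 0.476 in the Rhox9-led cluster, which has cells of both modes, 0.227 in the Jam2-led and 0.185 in the Fgf8-led cluster. Gains were called in 1.99% of its cells. Its UMIs, at 0.649 of the library median, go against capture of several intact cells in 1 droplet. Its median mitochondrial share of 2.23% goes against damage with loss of cytoplasmic RNA, compared with 2.38% in the Rhox9-led cluster. RNA from many cells in 1 droplet stays open as a candidate explanation: over 12 fibroblast genes its level was 1.05 times that of barcodes of 1000 to 2000 UMIs in the median, and 2.07 times that of the Rhox9-led cluster. These ratios, like those below, have 1 CPM added to both levels. With nothing added the medians were 1.05 and 5.16. Of these 12 genes, 2 exceeded 100 CPM in the Rhox9-led cluster. Col1a1 was at 14.3 CPM in the Spry2-led cluster, 13.1 CPM in the low barcodes and 1.82 CPM in the Rhox9-led cluster, while Acta2 and Tagln lay 2.92 and 2.79 times above the low barcodes. A cell state of the early passage was not tested and stays open.

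The unnamed Krt18-led cluster held 0.303% of time 1 cells, with a median of 7.95 times the library median of UMIs. Its median mitochondrial share of 0.10% goes against capture of several intact cells, being far below the 2.35% of pluripotent stem cell-like cells. RNA from many cells in 1 droplet stays open as a candidate explanation here too: over the 12 fibroblast genes the median level was 1.02 times that of barcodes of 1000 to 2000 UMIs and 2.6 times that of the Rhox9-led cluster. With nothing added these were 1.03 and 5.08. With 1 CPM added, S100a6, Acta2 and Tagln lay 3.58, 3.93 and 2.63 times above the low barcodes.

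Other unnamed cells were the Lyz2-led cluster, with 0.241% of time 1 cells, and the Ramp2-led cluster, with 0.741% of time 2 cells. No explanation was tested for either.

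In the primed epiblast-like clusters, which the comparisons leave out, a gain was called in 67.8% of cells at time 2 and 12.6% at time 1. At time 2 chromosome 1 was called in 31.6%, chromosome 8 in 40.2% and chromosome 14 in 3.39% of these cells. The cells of time 1 were mostly Fgf8-led and those of time 2 mostly Car2-led, so this compares different clusters. The ratio was set by pluripotent stem cell-like cells, and no explanation was tested.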

How the results depend on the processing

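The populations with primed epiblast-like or Spry2-led clusters, thinning to 18000 UMIs, scaling per cell, the X dosage denominator without gained autosomes, and the gene lists in cells without a gain, in the Rhox9-led cluster or in X-low cells were chosen only after the results were seen. Differences are in percentage points, time 2 minus time 1. Among alternative values of the main comparisons, 112 stayed within the counting interval, 113 moved beyond it in the same direction or by count, and 9 reversed. The intervals are narrow, so small shifts are listed too. Except where a construction is named, the cause was not tested.

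Cells passing filters at time 1 numbered 35671 at a minimum of 5000 UMIs. The difference in pluripotent stem cell-like share, 37.4, was -0.89 by the marker rule, 12 with the Spry2-led cluster and 25.1 with primed epiblast-like clusters. For the Y-positive share, -0.32, it was -1.03 with at least 1 Y UMI, -1.2 with primed epiblast-like clusters and -0.76 with both sets of clusters. For the X-high share, -45.7, it was -48 with all UMIs, -42 at an X dosage threshold of 1.1, -46.9 with abundant genes kept, -25.5 with primed epiblast-like clusters, -41.3 with the Spry2-led cluster and -28.8 with both sets of clusters.

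The difference for any gain, 65.1, was 54.9 at a gain threshold of 1.2, 50.8 at a gain threshold of 1.4, 8.24 with the same-library reference, 67.6 with all UMIs, 66.1 with abundant genes kept, 63.7 without doublet removal, 69.8 with the Spry2-led cluster, 67.8 with both sets of clusters and 66.7 at 18000 UMIs. The same-library reference hides gains carried by many cells by construction, and gave 1 in place of 3 autosomes gained in at least 10% of time 2 cells. For chromosome 1, 57.7, the difference was 62.5 at a gain threshold of 1.2, 41.1 at a gain threshold of 1.4, -1.37 with the same-library reference, 59.7 with all UMIs, 63.5 with abundant genes kept, 56.5 without doublet removal, 60.4 with ratios scaled per cell, 53.5 with primed epiblast-like clusters, 59.5 with the Spry2-led cluster, 54.6 with both sets of clusters and 58.9 at 18000 UMIs. Chromosome 8, 36.7, gave 59.8 at a gain threshold of 1.2, 12.1 at a gain threshold of 1.4, -7.67 with the same-library reference, 41 with all UMIs, 30.1 with abundant genes kept, 35.6 without doublet removal, 48.7 with ratios scaled per cell, 42.8 with primed epiblast-like clusters, 38.3 with the Spry2-led cluster, 42.3 with both sets of clusters and 38.6 at 18000 UMIs. Chromosome 14, 17.7, gave 23.4 at a gain threshold of 1.2, 7.92 at a gain threshold of 1.4, 14.7 with the same-library reference, 20.5 with all UMIs, 16.8 with abundant genes kept, 16.8 without doublet removal, 21.7 with ratios scaled per cell, 13.6 with primed epiblast-like clusters, 14.4 with both sets of clusters and 18.8 at 18000 UMIs. Chromosome 11, 0.784, gave 0.15 at a gain threshold of 1.4, 1.11 with ratios scaled per cell, -0.246 with primed epiblast-like clusters and 0.346 with both sets of clusters. Chromosome 12, -0.938, gave -2.22 at a gain threshold of 1.2, -0.597 at a gain threshold of 1.4, -0.521 with primed epiblast-like clusters, -0.593 with the Spry2-led cluster and -0.371 with both sets of clusters. Chromosome 19, 1.4, gave 0.84 at a gain threshold of 1.4, -0.48 with abundant genes kept, 1.7 with primed epiblast-like clusters and 1.8 with both sets of clusters.

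The class difference X-high minus X-low kept its sign under every alternative listed or counted here. At time 1, -24.8, it was -21.7 at a gain threshold of 1.2, -15.5 at a gain threshold of 1.4, -27.7 with all UMIs, -13.4 with primed epiblast-like clusters, -12.8 with the Spry2-led cluster and -11 with both sets of clusters. At time 2, -72, it was -58.1 at a gain threshold of 1.2, -56.9 at a gain threshold of 1.4, -15.3 with the same-library reference, -76.2 with all UMIs, -68.2 with abundant genes kept, -74.8 at 18000 UMIs, -54.7 at an X dosage threshold of 1.1 and -79.7 at an X dosage threshold of 1.3. For Y-positive minus X-low at time 1, -16.7, the values were -12.1 at a gain threshold of 1.2, -9.65 at a gain threshold of 1.4, -6.32 with primed epiblast-like clusters, -7.78 with the Spry2-led cluster and -4.55 with both sets of clusters. At time 2, -5.54, they were -1.86 at a gain threshold of 1.2, -11.7 at a gain threshold of 1.4, -8.67 with the same-library reference, -7.92 without doublet removal, -9.68 with primed epiblast-like clusters and -9.38 with both sets of clusters.

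For summed counts the log2 share of chromosome 1, 0.36, was 0.49 with abundant genes kept and 0.36 with cells weighted equally. Chromosome 8, 0.27, gave 0.25 with abundant genes kept and 0.27 with cells weighted equally. Chromosome 14, 0.12, gave 0.084 with abundant genes kept and 0.11 with cells weighted equally. The X chromosome, -0.60, gave -0.64 with abundant genes kept and -0.58 with cells weighted equally. Of the 10 named genes, 6 over all filtered cells and 5 without a minimum CPM were among the 10 most changed, and all 10 kept their direction under pseudocounts of 0.1 and 10 CPM, trimmed mean scaling and all filtered cells.

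Median log2 ratios, X-high over X-low, moved as follows from the main value. Naive pluripotency genes at time 1, 0.11, gave -0.10 in the Rhox9-led cluster, and at time 2, 0.73, gave 0.79 at an X dosage threshold of 1.3, 0.75 with CPM over autosomal genes, 0.91 in cells without a gain and 0.46 in the Rhox9-led cluster. DNA methylation genes at time 1, -0.089, gave -0.056 with CPM over autosomal genes and -0.026 in the Rhox9-led cluster, and at time 2, -0.0079, gave -0.037 at an X dosage threshold of 1.3, 0.013 with CPM over autosomal genes, -0.058 in cells without a gain and 0.015 in the Rhox9-led cluster. MAPK genes at time 1, -0.67, gave -0.73 in the Rhox9-led cluster, and at time 2, -0.22, gave -0.35 in cells without a gain and -0.34 in the Rhox9-led cluster. The p53 list, with over without a gain, gave 0.080 at a gain threshold of 1.4, 0.077 at a gain threshold of 1.2 and -0.051 in X-low cells at time 1 in place of 0.0068, and -0.050 at a gain threshold of 1.4 and -0.061 in X-low cells at time 2 in place of -0.11.

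Y calls depended on depth, since thinning lowered the Y-positive share at time 2 from 6.97% to 1.02%. No paired analysis was made, because each time point has 1 library and the lipid tags that could link cells to lines were not analysed. Doublet scores on other cell sets used the threshold of the main setting.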

Other observations

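The tests of chromosomes 8 and 14 with chromosome 1, of chromosome 8 called on its distal segment, and of the clusters other than the Rhox9-led one were chosen only after the results were seen. The lower gain share of X-high than X-low cells at time 2, a difference of -72 percentage points, was tested against 3 technical explanations. Gained autosomes enlarge the denominator of X dosage, but with autosomes 1, 8 and 14 left out of it the difference was -71.5 points. Depth differed between the classes, but among cells between the 25th and 75th percentile of UMIs the difference was -76.2 points. X-high cells concentrated in the Jam2-led cluster, but within the Rhox9-led cluster the difference was -39 points, just above 50% of the pooled one, which was the limit set before the test was run. In the Nanos3-led cluster it was -24 points, below that limit, so cluster membership may account for part of the pooled difference. Misplaced cells could also give this smaller value, since X-high cells may include cells of the X-low mode just above the X dosage threshold. At an X dosage threshold of 1.3 the pooled difference was -79.7 points. The differences within clusters were not repeated at that threshold, so cluster membership and misplaced cells were not told apart. Clusters may in turn depend on gains, since genes of the gained chromosomes were among the clustering genes. Fewer gains in cells with a pair of active X chromosomes is a hypothesis these values leave open. So are a few lines overgrowing the pool, and loss of an X chromosome in XX lines before or with a gain. Without a map from cells to lines these were not tested.

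The rise in gains of chromosomes 1, 8 and 14 could reflect a few genes, or one end of a chromosome. Cells were therefore called on every second gene and measured on the remaining genes. The median ratio there, called over not called, was 1.36 for chromosome 1, 1.16 for chromosome 8 and 1.36 for chromosome 14, all above the limit of 1.1. Called on the proximal segment and measured on the distal one, it was 1.36 for chromosome 1 and 1.36 for chromosome 14. For chromosome 8 this test gave 1.08, under the limit, and cells not called had a distal median of 1.31 relative to time 1, so the cells not called included many with a raised distal segment. By a rule added after this value was seen, the planned test was set aside as undecided. Called on the distal segment, the proximal ratio was 1.26, with medians of 1.27 and 1.01, which goes against a gain of the distal end only. A higher copy number of whole chromosomes stays as a hypothesis, which read-level or karyotype data would test directly.

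Chromosome 14 gains at time 2 lay mostly in cells that also had a chromosome 1 gain. The share with a chromosome 1 gain was 91.1% among 3654 cells with a chromosome 14 gain (95% interval 90.2 to 92%) and 52.1% among 16457 cells without. This goes against independent gains over the pool as a whole. Within X-low cells the shares were 91.7% and 64.3%, and the difference had the same sign in each class. A chromosome 14 gain that arose in a clone with a chromosome 1 gain, or lines with different gains in 1 pool, may each give such a pattern, and they were not told apart.

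For chromosome 8 the share with a chromosome 1 gain was 59.3% with and 59.1% without a chromosome 8 gain, but this pooled equality hides differences between classes. It was 62.5% against 78.5% in X-low cells, 42.9% against 67.3% in Y-positive cells and 22.4% against 5.56% in X-high cells. A chromosome 1 gain enlarges the autosomal total and so lowers the chromosome 8 ratio, and this may account for the lower share in X-low cells. With both ratios over autosomes other than 1, 8 and 14, the X-low difference went from -16 to 1.09 percentage points and the Y-positive one from -24.4 to -3.83. In X-high cells gains of 1 and 8 went together with either denominator, the difference being 16.8 and 23.5 points. This class may include cells of the X-low mode just above the X dosage threshold of 1.2. At time 2, 280 Y-negative cells lay in the X dosage bin starting at 1.2, against 54 in the bin starting at 1.5. Both gains were frequent in X-low cells, so such a mix could give the same pattern, which was not tested. The pooled shares with the reduced denominator were 71.5% and 48.1%, and chromosome 8 gains were called in 12376 cells in place of 8959. Whether gains of 1 and 8 occur together in X-low, Y-positive and pooled cells thus depends on the denominator and is left open. For X-high cells it is left open because of the possible mix with X-low cells.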
